# Acute Heat Stress Induces Differential Gene Expressions in the Testes of a Broiler-Type Strain of Taiwan Country Chickens

**DOI:** 10.1371/journal.pone.0125816

**Published:** 2015-05-01

**Authors:** Shih-Han Wang, Chuen-Yu Cheng, Pin-Chi Tang, Chih-Feng Chen, Hsin-Hsin Chen, Yen-Pai Lee, San-Yuan Huang

## Abstract

The expression of testicular genes following acute heat stress has been reported in layer-type roosters, but few similar studies have been conducted on broilers. This study investigated the effect of acute heat stress on the gene expression in the testes of a broiler-type strain of Taiwan country chickens. Roosters were subjected to acute heat stress (38°C) for 4 h, and then exposed to 25°C, with testes collected 0, 2, and 6 h after the cessation of heat stress, using non-heat-stressed roosters as controls (n = 3 roosters per group). The body temperature and respiratory rate increased significantly (p<0.05) during the heat stress. The numbers of apoptotic cells increased 2 h after the acute heat stress (79 ± 7 vs. 322 ± 192, control vs. heat stress; p<0.05), which was earlier than the time of increase in layer-type roosters. Based on a chicken 44 K oligo microarray, 163 genes were found to be expressed significantly different in the testes of the heat-stressed chickens from those of the controls, including genes involved in the response to stimulus, protein metabolism, signal transduction, cell adhesion, transcription, and apoptosis. The mRNA expressions of upregulated genes, including *HSP25*, *HSP90AA1*, *HSPA2*, and *LPAR2*, and of downregulated genes, including *CDH5*, *CTNNA3*, *EHF*, *CIRBP*, *SLA*, and *NTF3*, were confirmed through quantitative real-time polymerase chain reaction (qRT-PCR). Moreover, numerous transcripts in the testes exhibited distinct expressions between the heat-stressed broiler-type and layer-type chickens. We concluded that the transcriptional responses of testes to acute heat stress may differ between the broiler-type and layer-type roosters. Whether the differential expression patterns associate with the heat-tolerance in the strains require a further exploration.

## Introduction

A high ambient temperature impairs spermatogenesis and leads to low fertility through a decline of the sperm count, motility, and fertilization rate, as well as an elevation of abnormal cells in domestic animals [1–3]. To understand the adverse effect of high temperature on spermatogenesis, cellular and molecular mechanisms in response to heat stress have been studied [4–8]. Overproduced radical oxygen species that is induced through heat stress has been shown to cause oxidative stress and lead to apoptosis in spermatogenic cells, particularly in spermatocytes [4,7]. Moreover, large amounts of radical oxygen species have been shown to interfere with the integrity of sperm DNA and thereby influence embryo development [7]. A microarray was used to explore the expressions of testicular genes in mouse testes, and the expression levels of genes associated with DNA repair and recombination, protein synthesis, protein folding, and cell cycle reduced after heat stress [5]. Conversely, the expressions of heat-shock protein family genes were augmented against heat stress in mouse testes. Furthermore, a number of genes in testes were shown to be differentially expressed between heat-resistant and heat-sensitive murine strains after heat exposure [6]. Kim et al. [8] argued that multiple mechanisms were involved in heat-shock-induced subfertility or infertility.

In poultry, an environmental temperature of 32 to 35°C has been shown to cause poor fertility through impairing sperm penetration, uterovaginal sperm storage, seminal plasma, and intracellular ion concentrations [9–11]. Because of the subtropical climate of Taiwan, summers are typically characterized by high temperature (up to 38°C) and high humidity [12]. Various local breeds of chicken preserved at National Chung Hsing University exhibit a heat resistance superior to that of foreign breeds [13]. The rectal temperature and blood pH value of Taiwan country chickens (TCCs) were lower than those of broilers when they were subjected to 38°C acute heat stress [14]. A previous study showed that genes participating in response to stress, transport, signal transduction, and metabolism in the testes of L2-strain chickens, a layer-type TCCs, changed after acute heat stress [15]. However, no research has explored the transcriptional responses of genes to acute heat stress in the testes of broilers. In this study, broiler-type chickens of the local breed B-strain TCCs were used to investigate the alteration of global gene expression after exposure to acute heat stress in their testes. The result showed that genes related to heat shock protein family, cell adhesion, transcription, development, and apoptosis were differentially expressed in the testes of heat-stressed B-strain TCCs.

## Materials and Methods

### Experimental animals and ethics statements

Twelve 45-week-old roosters of the B-strain TCC, bred for meat production by National Chung Hsing University [16], were randomly selected and used in this study. The care and use of all animals were complied with the guidelines approved by the Institutional Animal Care and Use Committee (IACUC) of National Chung Hsing University, Taiwan, ROC (IACUC Permit NO. 99–02). Before treatment, roosters were stored in a climate chamber for 2 weeks as an adaptation period under the following conditions: a 14/10-h light/dark photoperiod, 25°C, and 55% relative humidity (RH). Feed and water were provided *ad libitum*.

### Conditions of acute heat stress

The heat treatment was performed according to the procedure of a previous study [15]. After the adaptation period, 9 roosters received acute heat stress (38°C, 55% RH, 4 h) followed by recovery (25°C). Subsequently, the testes of the heat-stressed roosters were collected after 0, 2, and 6 h of recovery and treated as 3 independent groups (H4R0, H4R2, and H4R6, respectively; n = 3 in each group). Controls (n = 3) were maintained at 25°C and 55% RH. Body temperature and respiration rate were recorded during the treatment. For microarray analysis, testis samples were immediately collected and cut into small pieces. The samples were frozen in liquid nitrogen and stored at—80°C until RNA isolation. To prepare tissue sections for apoptosis analysis, the samples were sliced into small pieces, fixed in Bouin’s solution for 24 h, placed into 70% ethanol, and then dehydrated and embedded in paraffin wax.

### Sample collection and preparation

A total of 5 μg of RNA was reverse transcribed using moloney murine leukemia virus reverse transcriptase (Promega, Madison, WI, USA). A total of 0.2 μg of RNA from each sample was used to synthesize second-strand complementary DNA (cDNA), which was amplified using a Quick-Amp Labeling kit (Agilent Technologies, Santa Clara, CA, USA). The cDNA was stored at −80°C until further microarray and quantitative real-time polymerase chain reaction (qRT-PCR) analyses.

### Gene expressions through microarray analysis

RNA samples from 3 animals in each group were separately used for microarray hybridization as a biological triplicate in each treatment. Briefly, cDNA was used as a target for cRNA labeling Cy3-CTP (CyDye, Agilent Technologies) and hybridized with a chicken 44 K oligo microarray (Agilent Technologies) [17]. Using the cDNA as a template enabled labeling the target cRNA. A total of 1.65 μg of Cy3-labled cRNA was fragmented to an average size of approximately 50 to 100 nucleotides through incubation in a fragmentation buffer at 60°C for 30 min. Correspondingly fragmented cRNA was hybridized in a microarray at 65°C for 17 h. Subsequently, the microarray was washed, dried with a nitrogen gun, and scanned using an Agilent microarray scanner (Agilent Technologies) at 535 nm. The scanned images were analyzed using Feature Extraction 10.5.1.1 software (Agilent Technologies) and GeneSpring software (Agilent Technologies); image-analysis and normalization software were used to quantify the signal and background intensity for each feature. Data acquisition was conducted using the following criteria: (1) a false discovery rate of <0.05; (2) p<0.05 for the difference in gene expression; and (3) a distinct signal from the microarray image that was marked with a flag using GeneSpring software. The differentially expressed genes were considered significant if they exhibited a fold-change cut-off that was twice as low or twice as high as that in the control group. The dataset of microarray analysis were submitted to Gene Expression Omnibus in the National Center for Biotechnology Information under an accession number of GSE65279.

### Validation of gene expression through quantitative real-time polymerase chain reaction

The mRNA expressions of 10 differentially expressed genes after heat stress were validated through qRT-PCR. The genes were selected based on that they were commonly differed in both broiler-type (in this study) and layer-type TCCs [15] after acute heat stress, including *HSP25*, *HSPA2* (*HPS70*), *HSP90AA1*, and *CIRBP*. The other genes were selected because of their higher (over 3) fold changes and their relationship to blood-testis barrier, signal transduction, and transcription, including *SLA*, *EHF*, *NTF3*, *CDH5*, *CTNNA3*, and *LPAR2*. Specific oligonucleotide primer pairs were selected from Roche Universal ProbeLibrary for RT-PCR assays (S1 Table). The specificity of each primer pair was validated by performing a RT-PCR reaction using common reference RNA (Stratagene, La Jolla, CA, USA) as a DNA template; the size of the PCR product was checked using a DNA 1000 chip (Agilent Technologies) operated on a Bioanalyzer 2100 (Agilent Technologies). Primer pairs for generating a predicted product size and no other side product were used to conduct the following real-time RT-PCR reaction. Primers for the qRT-PCR and product sizes are listed in S1 Table. The *GAPDH* gene was used as an internal control to normalize the relative expressions of the target genes.

Real-time PCR reactions were performed on the Roche LightCycler Instrument 1.5, using LightCycler FastStart DNA MasterPLUS SYBR Green I kit (Roche Cat. 03 515 885 001, Castle Hill, Australia). Subsequently, 10 μl reactions containing 2 μl of Master Mix, 2 μl of 0.75 μM forward and reverse primers each, and 6 μl of cDNA sample were performed in triplicate. The RT-PCR protocol specified 95°C for 10 min, 40 cycles of 95°C for 10 sec, 60°C for 15 sec, and 72°C for 10 sec. At the end of the program, a melt curve analysis was performed, the data were automatically analyzed by the system, and an amplification plot was generated for each cDNA sample. Based on each of these plots, the LightCycler3 data analysis software automatically calculated a crossing point (CP) value; the turning point corresponded to the first maximum of the second derivative curve, which functioned as the beginning of the exponential amplification. The fold expression or repression of the target gene relative to the internal control gene *GAPDH* in each sample was then calculated using the following formula:

$$2^{-∆∆CP\;}where\;∆Cp\;=\;{Cp}_{target\;gene}-{Cp}_{internal\;control}\;and\;∆∆Cp\;=\;{∆Cp}_{test\;sample}-{∆Cp}_{control\;sample}$$

To ensure consistency with the microarray analysis, the cut-off value for differentially expressed genes was set to ≥ 2-fold change.

### Gene annotation and gene network analysis

The genes with known identities or with homologous sequences and functional definitions were classified according to their cellular components, biological processes, and molecular functions according to annotations in the Gene Ontology (GO) [18] http://www.geneontology.org/]. Differentially expressed genes were mapped to protein interactions of the corresponding genes through functional protein association networks at the String website [19].

### Terminal deoxynucleotidyl transferase dUTP nick end labeling assay

The terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assay for identifying apoptotic cells was performed using the In Situ Cell Death Detection Kit, Peroxidase (Roche, Mannheim, Germany). Paraffin-embedded testis tissues were sectioned, deparaffinized, and rehydrated with EZ-DeWax. The sections were then subjected to a TUNEL assay according to the standard protocol recommended by the manufacturer. The frequencies of apoptotic cells were calculated in 250 seminiferous tubules per section.

### Statistical analysis

Fold changes in the microarray and qRT-PCR analysis were presented as the arithmetic mean of 3 replicates in each group. For comparison between the control and heat-stress groups, gene expressions with ≥ 2-fold changes (up or down) were considered to be significantly different. The significant difference of the frequency of apoptotic cells was analyzed using the general linear model procedure with Statistical Analysis System software (SAS Institute, Cary, NC, USA).

## Results

### Physical response to acute heat stress in broiler-type TCCs

The body temperature in the B-strain TCCs was higher than that in the controls during 0.5 to 4 h of the acute heat stress (p<0.05; S2 Table), and it recovered to the same level as that of the controls 1 h after the acute heat stress. Panting increased at 1 h of heat exposure (p<0.05) and recovered after 1 h of recovery.

The number of apoptotic testicular cells initially increased in heat-stressed broiler-type TCCs (79 ± 7 vs. 253 ± 103, control vs. H4R0; p<0.1) and showed an elevation after 2 h of recovery unlike those of the controls (322 ± 192 vs. 79 ± 7, H4R2 vs. control; p<0.05). However, the numbers of apoptotic cells did not differ after 6 h of recovery (79 ± 7 vs. 117 ± 60, control vs. H4R6; p>0.05).

### The alteration of global gene expression in the testes of broiler-type TCCs after acute heat stress

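RNA from the testes of 12 roosters of the B-strain, a Taiwan country chicken bred for meat, was hybridized to 12 single-colour Agilent 44 K arrays, with 1 rooster per array and no pooling. The 4 groups held 3 roosters each, namely controls kept at 25°C and heat-stressed roosters (38°C for 4 h) sampled after 0, 2 and 6 h of recovery (H4R0, H4R2 and H4R6). Each array carried 45220 spots, of which 43803 were spots of 43603 distinct 60-base probes and the others were control spots. The authors extracted the Cy3 intensity of each spot with Feature Extraction, which subtracts the background within an array, and the deposited intensities had not been scaled between arrays. Between 83.6% and 91.5% of the probe spots of an array were well above background and 0 were saturated. The 75th percentile of the signal, a measure of brightness, was 2142 to 2886 (median 2381) on the control arrays, 1100 to 1470 (median 1286) at H4R0, 1556 to 1587 (median 1564) at H4R2 and 1519 to 1937 (median 1580) at H4R6. The number of arrays, 3 per group, limits the precision. The arrays lay on 3 slides, and each slide was scanned as 1 batch. Slide 1 held the 3 H4R0 arrays and H4R2 replicate 1, slide 2 held H4R2 replicates 2 and 3 with control replicates 1 and 2, and slide 3 held control replicate 3 with the 3 H4R6 arrays. No control shared a slide with H4R0. For the values given here, the log2 signal of each spot was taken relative to the 75th percentile of its array, spots marked as outliers were left out, and spots of the same probe were averaged. A probe was tested when it was well above background on all 3 arrays of at least 1 group and measured on at least 2 arrays of each group, which left 38654 probes. The groups were compared by limma in 1 fit of all 12 arrays, with Benjamini-Hochberg adjustment within each comparison, and the threshold was an adjusted p of 0.05 with a 2-fold change. The paper gives a false discovery rate, a p-value and a fold-change limit, but its text names neither the test nor the normalization. A second fit had the slide as a block, and its standard errors were larger, with a median of 0.36 against 0.19 at H4R0. H4R2 replicate 1 alone linked the slide of the H4R0 arrays to the others. At H4R0 the limma adjusted p in that fit was 0.871 for HSP25, HSPA2, CIRBP, LPAR2, CDH5 and SLA. Its fold changes for single genes are therefore given for direction and size only.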

To investigate the gene response to acute heat stress in the testes of broiler-type TCCs, microarray analysis was used to explore whole gene expression patterns. The results of the microarray analysis showed that there were 196 probe sets with significant changes in recovery after the acute heat stress (S1 Fig). These differentially expressed probe sets represented 163 unique genes, including 141 known genes and 22 unknown genes with only expressed sequence tags (S3 Table). 

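By limma, 0 of the 38654 probes passed the adjusted threshold at any recovery time, and the moderated F test over the 4 groups also passed 0. The smallest adjusted p-values were 0.147 at H4R0, 0.126 at H4R2, 0.851 at H4R6 and 0.353 in the F test. Chance gives about 1933 probes with an unadjusted p under 0.05, against which there were 6195 at H4R0, 3966 at H4R2, 2230 at H4R6 and 4457 in the F test. An unadjusted p under 0.05 together with a 2-fold change was reached by 772 probes at 1 or more recovery times. The fold change alone, without any p-value, moved this count most and gave 1323 probes. In the fit with the slide as a block, 17 probes passed the adjusted threshold, 16 of them higher after heat stress. Their size depended on the slide term. Without and with it, the log2 fold change of A_87_P151843 at H4R0 was 0.71 and 10.58. That of CR406107 at H4R6 was 1.24 and 3.09 (both probes seen only after the fit). Control replicate 3 was the only control on the slide of the H4R6 arrays. An unmoderated F test on quantile-normalized values, chosen after the values were seen, passed 2 probes after adjustment (TRPS1 and C4H4orf17, seen only then).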

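S3 Table gives 1 probe for each of its 163 genes, and all 163 probes were among those tested. The table holds 203 combinations of a probe and a recovery time with at least a 2-fold change, namely 117 at H4R0, 55 at H4R2 and 31 at H4R6. In the deposited intensities, the direction was that of the table in 117, 55 and 31 of them. An unadjusted limma p under 0.05 with a 2-fold change in that direction was found in 116, 48 and 25, while 0 passed the adjusted threshold over all probes. In 114, 50 and 28 of the combinations all 3 heat-stressed roosters lay on 1 side of all 3 controls. When adjusted over the list alone, 117, 43 and 18 had an adjusted p under 0.05. None of these counts is independent evidence, because the study chose these genes on the same roosters.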

A total of 77 genes were upregulated but 86 genes were downregulated in the testes of chickens after heat stress (S2 Fig). Moreover, 45, 38, and 19 genes were upregulated, and 71, 16, and 9 genes were downregulated after 0, 2, and 6 h of recovery, respectively.

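Among the 772 probes with an unadjusted p under 0.05 and a 2-fold change at 1 or more recovery times, 383 were higher and 391 lower than in the controls. With the fold change alone, 676 were higher and 661 lower. In S3 Table, the paper's fold changes rise at least 2-fold at some recovery time for 78 genes and fall as much for 86, with 1 gene in both counts (LOC419592). The log2 fold change of LOC419592 was 1.48 at H4R0 (adjusted p = 0.201 by limma with Benjamini-Hochberg adjustment) and −1.04 at H4R6 (adjusted p = 0.851). All 3 roosters were above the controls at the first time and all 3 below at the second.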

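At an unadjusted limma p under 0.05 with a 2-fold change, 205 probes were higher and 331 lower at H4R0, 172 higher and 46 lower at H4R2, and 97 higher and 35 lower at H4R6. The fold change alone gave 304 higher and 500 lower at H4R0, 331 and 136 at H4R2, and 248 and 109 at H4R6. The balance at H4R0 rested on single arrays, and the counts were 239 higher and 173 lower without H4R0 replicate 3, 252 and 242 without control replicate 1, 300 and 275 without control replicate 2, and 216 and 825 without control replicate 3. Without control replicate 3 the counts were also 94 higher and 136 lower at H4R6, a reversal, and 235 and 197 at H4R2, where they were 284 and 142 without H4R2 replicate 3. The fit with the slide as a block passed 1 probe at H4R0 (A_87_P151843, seen only after the fit), 0 at H4R2 and 16 at H4R6, of which 15 were higher. The number of probes with an unadjusted p under 0.05 was 1924 at H4R0 in that fit, where chance gives 1933, 3150 at H4R2 and 2523 at H4R6.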

The functions of the differentially expressed genes were defined according to their GO annotations, namely cellular components, biological processes, and molecular functions (Fig 1). The genes were located primarily in the nucleus (15%), cytoplasm (15%), and membrane (14%). Most of the genes participated in the metabolism (10%), transcription (8%), cellular organization (7%), response to stimulus (6%), and signal transduction (6%). 

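The HSP25 probe lies on chromosome 27 (4487171 to 4487230) of galGal3, the chicken build to which the array's coordinates refer. Its log2 signal relative to the 75th percentile of the array was −1.79 ± 0.33 (SD, n = 3) in the controls, 5.22 ± 2.70 (SD, n = 3) at H4R0, 2.84 ± 3.75 (SD, n = 3) at H4R2 and −0.83 ± 1.86 (SD, n = 3) at H4R6. The log2 fold change of HSP25 was 7.01 (standard error 1.76) at H4R0, with an adjusted p of 0.147 from limma with Benjamini-Hochberg adjustment, and 4.63 at H4R2 (adjusted p = 0.421). All 3 roosters lay above the 3 controls at both times (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). Single roosters weighed heavily, and the values were 5.45 without H4R0 replicate 3 and 2.65 without H4R2 replicate 2. The other HSP25 probes changed by 6.72 to 6.87 at H4R0. With the slide as a block the log2 fold changes of HSP25 were 7.57 and 4.74 (limma adjusted p = 0.871 and 0.630). HSPA2, on chromosome 5, rose by 3.04 (standard error 0.80, adjusted p = 0.152) at H4R0 and 1.52 (adjusted p = 0.545) at H4R2, in 3 of 3 roosters each time. These fell to 1.97 and 0.89 when the same roosters were left out. At H4R6 all 3 roosters were below the controls, with a log2 fold change of −0.30 (adjusted p = 0.971). The probe for CIRBP (cold inducible RNA binding protein) had a log2 signal of 1.93 ± 0.06 (SD, n = 3) in the controls and 0.22 ± 0.35 (SD, n = 3) at H4R0, a log2 fold change of −1.72 (standard error 0.26, adjusted p = 0.147), with 3 of 3 roosters below the controls and −1.36 with the slide as a block. A second CIRBP probe changed by 0.36, in the other direction.

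**Figure D1:**
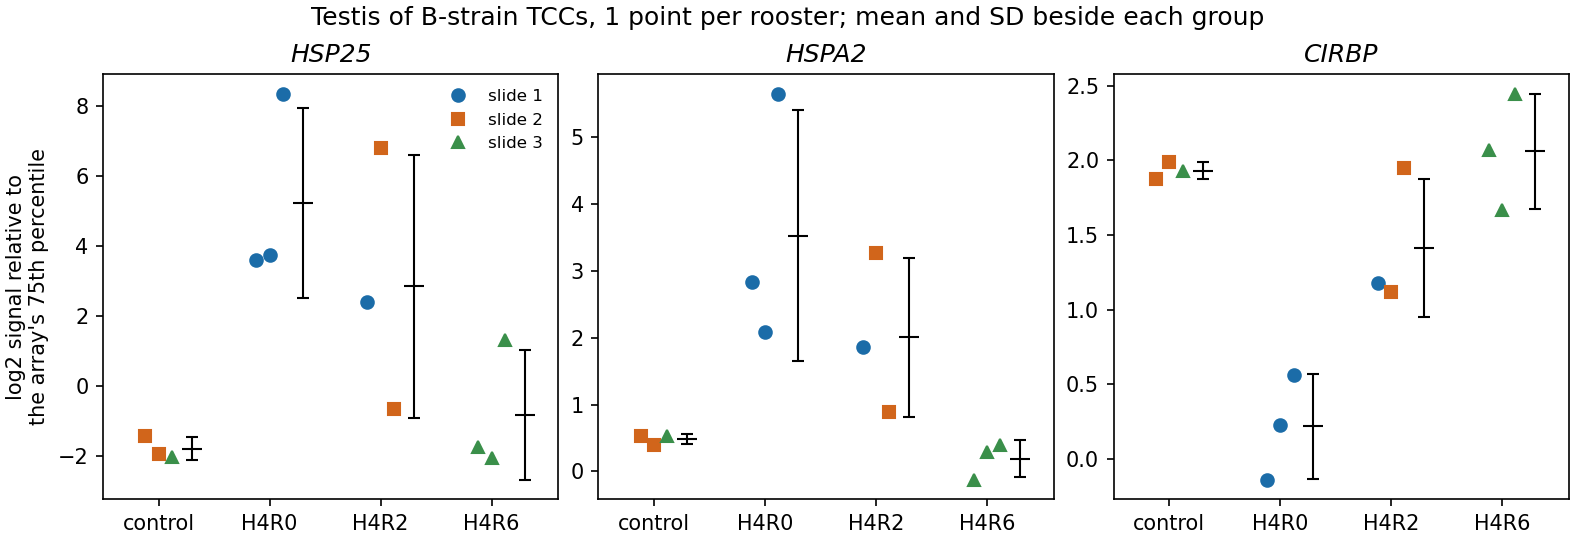
Log2 signal of the HSP25, HSPA2 and CIRBP probes relative to the 75th percentile of each array (vertical axis) in the 4 groups (horizontal axis), with 1 point per rooster, the slide as colour and shape, and the mean with its SD (n = 3) beside each group. The 3 H4R0 roosters lie above all controls for HSP25 and HSPA2 and below them for CIRBP, and HSP25 spans 3.59 to 8.34 within H4R0.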

The expressions of the genes that were involved in the response to stimulus, such as heat-shock protein 25 (*HSP25*) and heat-shock 70 kDa protein 2 (*HSPA2*), increased after heat stress in chicken testes, while the cold inducible RNA binding protein (*CIRBP*) was downregulated (S3 Table). The results suggested that genes participating in signal transduction were upregulated, including the lysophosphatidic acid receptor 2 (*LPAR2*), or downregulated, including the interleukin 13 receptor, alpha 1 (*IL13RA1*), in the testes of B-strain TCCs after heat stress. 

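LPAR2 was higher in 3 of 3 roosters at H4R0, with a log2 fold change of 1.60 (standard error 0.29, adjusted p = 0.147 from limma with Benjamini-Hochberg adjustment). It stayed between 1.25 and 1.90 with each array left out in turn and was 1.36 with the slide as a block. The changes at H4R2 (0.59) and H4R6 (0.38) were smaller than 2-fold. A second LPAR2 probe rose by 0.77 at H4R0. IL13RA1 is not among the genes of S3 Table, so the probe of that name was used, which lies on chromosome 4 from 3398218 to 3398277. Its log2 signal was −4.61 ± 0.90 (SD, n = 3) in the controls and −5.48 ± 0.33 (SD, n = 3) at H4R0, and it fell by 0.87 (adjusted p = 0.345), 0.59 and 0.54 at the 3 recovery times. Only 1 of 3 roosters was below all controls at each time. The fall rested on control replicate 1, without which the log2 fold changes were −0.46, −0.18 and −0.12. With the slide as a block they were −2.09, −1.32 and 0.42, a rise at H4R6. H4R0 replicate 3 was not well above background for this probe. For neither gene did a recovery time pass the adjusted threshold.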

Genes involved in transcription also changed in the heat-stressed chicken testes. For example, the Ets homologous factor (*EHF*) was downregulated after heat stress. 

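The EHF probe of S3 Table lies on chromosome 5 from 20261322 to 20261381. Its log2 signal was −1.96 ± 0.96 (SD, n = 3) in the controls, −2.22 ± 0.12 (SD, n = 3) at H4R0, −5.00 ± 0.12 (SD, n = 3) at H4R2 and −3.09 ± 1.59 (SD, n = 3) at H4R6. At H4R2 the log2 fold change was −3.04 (standard error 0.66, adjusted p = 0.334 from limma with Benjamini-Hochberg adjustment), and 3 of 3 roosters were below all controls (exact permutation test, two-sided p = 0.1). At H4R6 it was −1.12 (adjusted p = 0.873), with 1 of 3 roosters below the controls, and −0.21 without H4R6 replicate 2. The values were −3.36 and −0.39 with the slide as a block. A second EHF probe, 12408 bases away, fell by 1.80 (standard error 0.49, adjusted p = 0.334) at H4R2. The 12 roosters formed separate clusters, with 4 at a low level (the 3 of H4R2 and 1 of H4R6) and 8 at a higher one.

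**Figure D2:**
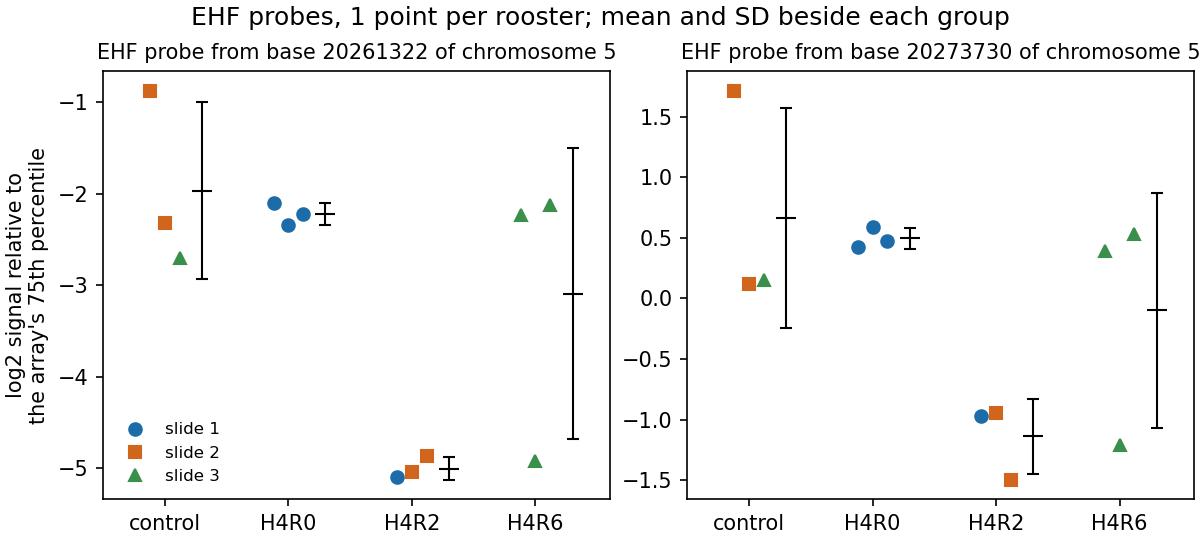
Log2 signal of both EHF probes relative to the 75th percentile of each array (vertical axis) in the 4 groups (horizontal axis), with 1 point per rooster, the slide as colour and shape, and the mean with its SD (n = 3) beside each group. In both plots the 3 H4R2 roosters and H4R6 replicate 2 lie below the other 8.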

Genes involved in cell adhesion were also downregulated after heat exposure, including cadherin 5 (*CDH5*), catenin, alpha 3 (*CTNNA3*), claudin 5 (*CLDN5*), and protocadherin-17-like (*LOC100551402*). 

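CDH5, on chromosome 11 from 12423022 to 12423081, had a log2 signal of −1.83 ± 1.01 (SD, n = 3) in the controls and −3.76 ± 0.39 (SD, n = 3) at H4R0. Its log2 fold change was −1.93 (standard error 0.47, adjusted p = 0.147 from limma with Benjamini-Hochberg adjustment) at H4R0, below all controls in 3 of 3 roosters. CTNNA3, on chromosome 6, changed most at H4R2, by −1.74 (standard error 0.38, adjusted p = 0.334), again in 3 of 3 roosters. CLDN5, on chromosome 15, changed by −1.24 (standard error 0.37, adjusted p = 0.175) and LOC100551402, on chromosome 1, by −1.56 (standard error 0.47, adjusted p = 0.178) at H4R0, each in 3 of 3 roosters. CLDN5 was not well above background on H4R0 replicate 3, so the size of its fall rests in part on a value near the background. None of the 4 genes passed the adjusted threshold at any of the 3 times.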

In the biological process of apoptotic process, the heat-shock 70 kDa protein 5 (*HSPA5*), solute carrier family 5, member 11 (*SLC5A11*), gasdermin A (*GSDMA*), and heat-shock 60 kDa protein 1 (*HSPD1*) increased after heat stress. 

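At H4R0 all 4 genes were higher than in the controls in 3 of 3 roosters, and none passed the adjusted threshold. HSPA5 rose by a log2 fold change of 1.37 (standard error 0.42, adjusted p = 0.180 from limma with Benjamini-Hochberg adjustment) at H4R0 and 1.07 at H4R2, and the values without H4R0 replicate 3 and without H4R2 replicate 2 were 0.83 and 0.69. HSPD1 rose by 1.14 (adjusted p = 0.199) at H4R0, and by 0.71 without H4R0 replicate 3, and at H4R6 its log2 fold change was −0.43, with 3 of 3 roosters below the controls. SLC5A11 rose by 1.51 (adjusted p = 0.177) at H4R0 and 1.62 (adjusted p = 0.334) at H4R2. Its 3 other probes changed by −0.46 to 0.51 at H4R0. GSDMA rose by 1.36 (adjusted p = 0.153) at H4R0, 1.01 at H4R2 and 1.45 (adjusted p = 0.851) at H4R6, in 3 of 3 roosters each time. The GSDMA probe was dim, with a log2 signal of −5.20 ± 0.11 (SD, n = 3) in the controls, and with the normexp background correction its changes were −0.01 at H4R0, −0.27 at H4R2 and −0.08 at H4R6. With the slide as a block the log2 fold changes at H4R0 were 1.73 for HSPA5, 1.40 for HSPD1, 2.29 for SLC5A11 and 2.54 for GSDMA.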

Regarding molecular functions, the differentially expressed genes were primarily sorted into protein binding (20%), hydrolase activity (7%), transferase activity (7%), and structural molecule activity types (4%; Fig 1). A gene network analysis showed that genes of heat-shock proteins (HSPs) and cochaperones exhibited strong relationships (Fig 2).

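Among the heat-shock protein and cochaperone transcripts of S3 Table, DNAJA4 rose by a log2 fold change of 2.22 (standard error 0.61, adjusted p = 0.159 from limma with Benjamini-Hochberg adjustment) at H4R0 and 1.53 (adjusted p = 0.439) at H4R2, in 3 of 3 roosters each time. The 6 other DNAJA4 probes rose by 1.06 to 2.22 at H4R0. HSPH1 rose by 2.82 (standard error 0.85, adjusted p = 0.177) in 3 of 3 roosters at H4R0 and by 1.18 in 2 of 3 at H4R2, where it was 0.40 without replicate 2. It was below the controls in 3 of 3 roosters at H4R6. HSPA8 rose by 2.05 (standard error 0.45, adjusted p = 0.147) in 3 of 3 roosters at H4R0 and by 0.81 in 2 of 3 at H4R2. Leaving out H4R0 replicate 3 lowered the H4R0 values to 1.45 for DNAJA4, 1.75 for HSPH1 and 1.58 for HSPA8, and with the slide as a block they were 2.45, 3.22 and 2.03. CHORDC1, a gene of S3 Table chosen here after its values were seen, rose by 1.56 at H4R0 and had a log2 fold change of −0.52 at H4R6, with 3 of 3 roosters on 1 side of the controls each time.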

**Fig 1:**
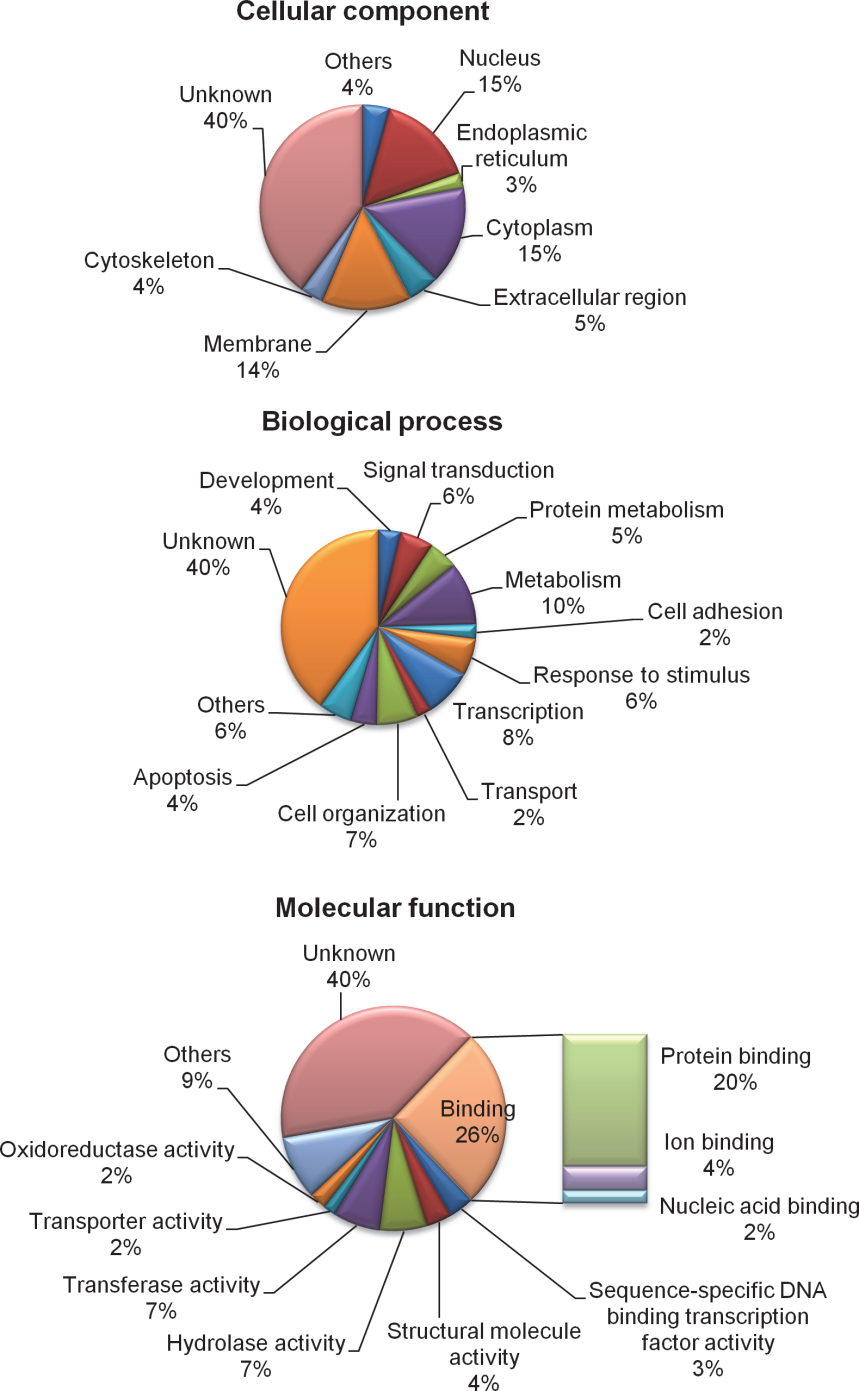
Pie chart showing the classification of differentially expressed genes in the testes of B-strain TCCs after 4 h of acute heat stress and recovery of 0, 2, and 6 h, in terms of cellular components, biological processes, and molecular functions.

**Fig 2:**
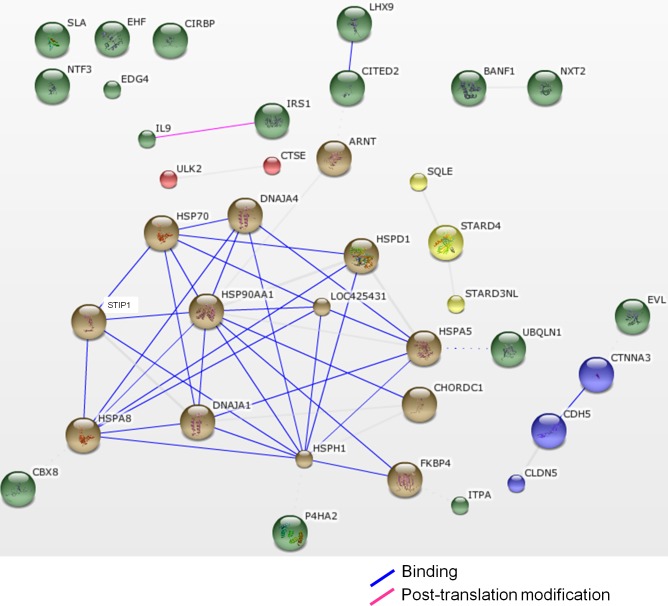
The STRING network of protein interaction in various differentially expressed genes in the testes of heat-stressed B-strain TCCs. The lines between the protein nodes show the actions among the proteins in *Gallus gallus*.

### Validation of differentially expressed genes in the testes of broiler-type TCCs after acute heat stress

The mRNA expression levels of 10 genes commonly differed in both broiler-type and layer-type TCCs after acute heat stress or with fold changes higher than 3 and relationship to blood-testis barrier, signal transduction, and transcription, namely *EHF*, *NTF3*, *CDH5*, *CTNNA3*, Src-like-adaptor (*SLA*), *LPAR2*, *CIRBP*, *HSP25*, *HSP90AA1*, and *HSPA2*, were determined through qRT-PCR (Fig 3). The mRNA expressions of *HSP25*, *HSP90AA1*, and *HSPA2* increased after 0 and 2 h of recovery in heat-stressed chicken testes. The mRNA level of *LPAR2* was upregulated after 0 h of recovery, after the acute heat stress. In downregulated genes, *CIRBP* exhibited a decline after 0 h and *CTNNA3* changed after 2 h of recovery. The mRNA level of *EHF* decreased after 2 and 6 h of recovery, whereas *CDH5* was downregulated after 0 and 2 h recovery in chicken testes after the acute heat stress. The mRNA expression level of *SLA* decreased after 0 and 6 h of recovery after the heat stress. The mRNA expression of *NTF3* exhibited no alteration in heat-stressed chicken testes. 

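The qRT-PCR values were not analysed here, and what follows is the microarray side. The text gives a direction by qRT-PCR for 15 combinations of a gene and a recovery time, over 9 genes (HSP25, HSP90AA1, HSPA2, LPAR2, CIRBP, CTNNA3, EHF, CDH5 and SLA). On the arrays, 15 of the 15 had the same direction, 14 changed at least 2-fold, and in 13 all 3 roosters lay beyond all 3 controls. An unadjusted limma p under 0.05 was reached in 13, and after Benjamini-Hochberg adjustment over all probes in 0 (adjusted p from 0.147 to 0.873). Over the 22 genes that the paper names and the 3 recovery times, 28 of the 66 tests had an adjusted p under 0.05 when adjusted over the list alone, which is not independent evidence because the study chose the genes on these roosters. The exceptions to the separation from the controls were EHF and SLA at H4R6. HSP90AA1, on chromosome 5, rose by a log2 fold change of 1.62 (standard error 0.31, adjusted p = 0.147) at H4R0, 1.07 (adjusted p = 0.343) at H4R2 and 0.68 at H4R6, in 3 of 3 roosters each time. These were 1.77, 1.15 and 0.56 with the slide as a block, and 1.21, 0.84 and 0.51 under quantile normalization, where the change at H4R2 was below 2-fold.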

The mRNA expressions of selected genes determined through the qRT-PCR analysis were consistent with the microarray results. 

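On the arrays, the NTF3 probe on chromosome 1 (76308531 to 76308590) had controls that differed widely, with a log2 signal of −3.98 ± 1.28 (SD, n = 3). It was −6.09 ± 0.58 (SD, n = 3) at H4R0, −5.55 ± 0.39 (SD, n = 3) at H4R2 and −4.91 ± 0.35 (SD, n = 3) at H4R6. The log2 fold changes were −2.11 (standard error 0.54, adjusted p = 0.150 from limma with Benjamini-Hochberg adjustment), −1.57 (adjusted p = 0.387) and −0.92 (adjusted p = 0.873). All 3 roosters were below the controls at H4R0 and H4R2 and 2 of 3 at H4R6. The probe was not well above background on H4R0 replicate 3 and H4R2 replicate 2, so the sizes of these falls depend in part on values near the background, and without each of these arrays the log2 fold changes were −1.81 at H4R0 and −1.40 at H4R2. Without control replicate 1 the values were −1.39, −0.85 and −0.20. With the slide as a block they were −2.48, −2.02 and 0.08, so that the sign at H4R6 changed.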

Although the mRNA expressions of *NTF3* exhibited no significantly difference, the expression pattern was similar to that identified in the microarray data.

**Fig 3:**
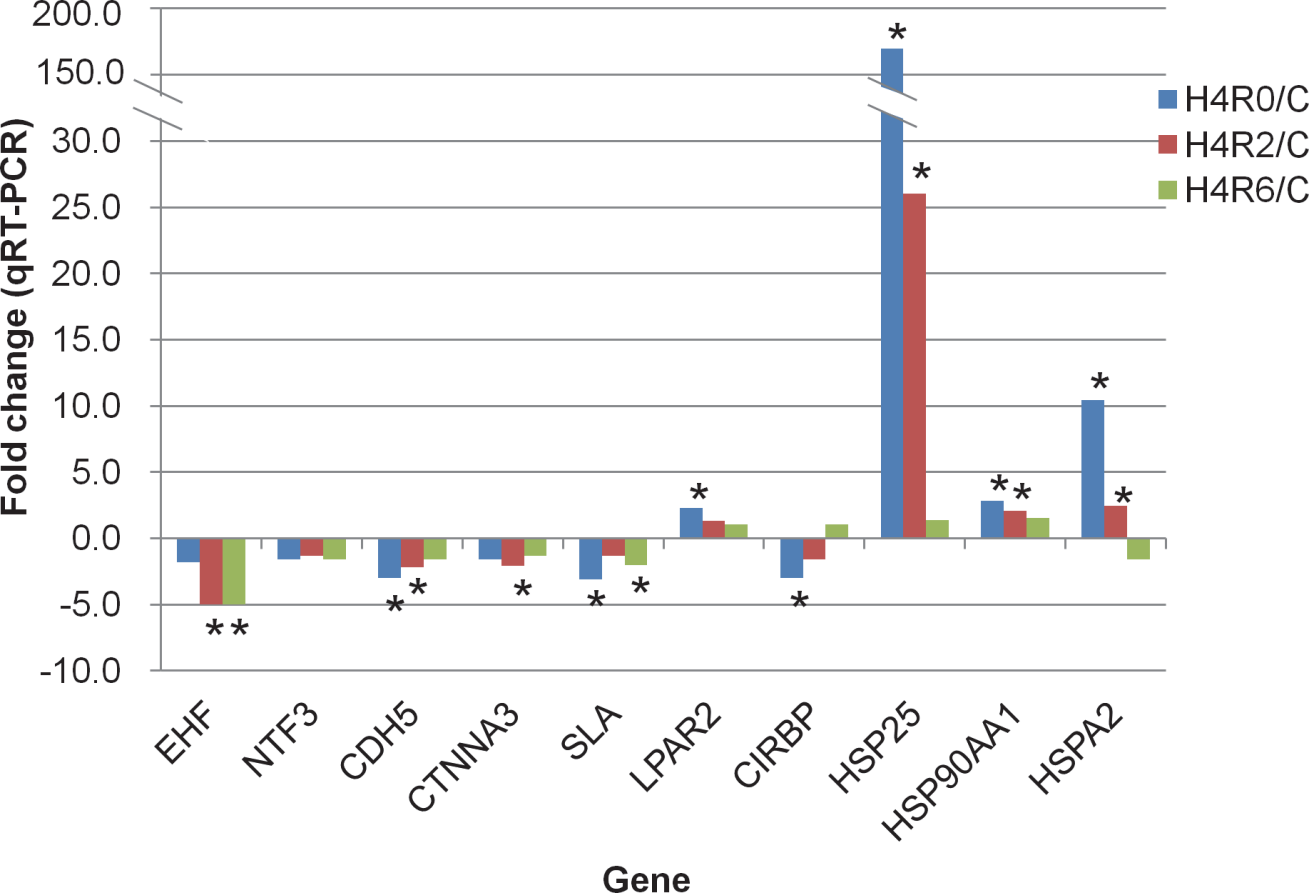
Validation of selected differentially expressed genes through qRT-PCR. The * indicates the expression of a gene with a significant difference (p<0.05) compared with that of the control (C). H4R0, heat-stressed group without recovery; H4R2, heat-stressed group after 2 h of recovery; H4R6, heat-stressed group after 6 h of recovery. *EHF*, Ets homologous factor; *NTF3*, neurotrophin 3; *CDH5*, cadherin 5; *CTNNA3*, catenin alpha 3; *SLA*, Src-like-adaptor; *LPAR2*, lysophosphatidic acid receptor 2; *CIRBP*, cold inducible RNA binding protein; *HSP25*, heat-shock protein 25; *HSP90AA1*, heat-shock protein 90 kDa alpha, class A member 1; *HSPA2*, heat-shock 70 kDa protein 2.

## Discussion

Heat stress impairs sperm motility and fertility in roosters. Few studies have elaborated on the effect of acute heat stress on gene expression in chicken testes. Our previous study on layer-type TCCs showed that 309 genes were differentially expressed in the testes after acute heat stress [15]. The functional network analysis revealed that genes of HSPs and cochaperones (*HSP70*, *HSP90AA1*, *HSP25*, and *DNAJA4*) as well as antiapoptotic *BAG3* and *SERPINB2* were upregulated in heat-stressed chicken testes. The results of this study further showed that broiler-type TCCs exhibited a rapid response to acute heat stress and they recovered immediately after heat stress (S2 Table). The microarray analysis identified 163 genes that were differentially expressed in the testes of broiler-type TCCs after 38°C acute heat stress, most of which changed after 0 h of recovery. 

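In the deposited intensities, 106 of the 163 probes of S3 Table changed most at H4R0, 40 at H4R2 and 17 at H4R6. Over all tested probes, the log2 fold changes against the controls had an SD of 0.39 at H4R0, 0.32 at H4R2 and 0.29 at H4R6. H4R0 replicate 3 stood apart on the first principal component, which held 24.6% of the variance, at 106 where the other 11 arrays lay between −39.9 and 23.7. With each array left out in turn, the number of probes with an unadjusted p under 0.05 at H4R0 lay between 4807 (without control replicate 2) and 6462 (without H4R0 replicate 2), and it was 4848 without H4R0 replicate 3.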

The differentially expressed genes participated in transcription, response to stimulus, protein metabolism, cell adhesion, apoptosis, and signal transduction. Moreover, the mRNA levels of the genes were determined through qRT-PCR, and the results were consistent with those of the microarray analysis. In layer-type chickens, genes that expressed differentially were primarily observed after 0 and 2 h of heat stress [15]. We inferred that acute heat stress altered the gene expressions immediately in the testes of broiler-type TCCs.

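The difference between recovery times was itself tested by limma with Benjamini-Hochberg adjustment. From H4R0 to H4R6, 4754 probes differed at an unadjusted p under 0.05, 2496 from H4R0 to H4R2 and 2470 from H4R2 to H4R6, while 0 passed the adjusted threshold in each comparison (smallest adjusted p 0.203, 0.568 and 0.772). When the slide was a block, 1, 3 and 7 probes passed, and the features of the first 2 of these comparisons, seen only after the fit, are CR406107 from H4R0 to H4R6, and A_87_P151843, CR391743 and TTC36 from H4R0 to H4R2. From the genes that the microarray analysis identified, most of which changed after 0 h of recovery, the paper infers that the testes of these roosters responded to acute heat stress with an immediate change in gene expression.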

### Alterations of stress-related genes in the testes of broiler-type TCCs after acute heat stress

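Among HSP25, HSPA2, HSP90AA1, HSPA8, HSPD1, HSPH1 and HSPA5, all 7 transcripts were above all controls in each of the 3 H4R0 roosters. None of the 7 passed the adjusted threshold of limma at H4R0, where the adjusted p-values lay between 0.147 and 0.199. The rise differed between roosters of the same group. The median over the 7 genes, as a log2 change against the mean of the controls, was 2.11, 1.26 and 2.99 in the 3 roosters of H4R0 and 0.89, 1.85 and 0.40 in those of H4R2. At H4R6 it was −0.32, −0.18 and −0.07, and in the controls it lay between −0.08 and 0.04. HSP25 was 3.10 above the controls in H4R6 replicate 3 and near them in the other 2 roosters of that group. The other probes of these genes rose too at H4R0, in every case but 1 (an HSPD1 probe, 0.83) by at least 2-fold.

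**Figure D3:**
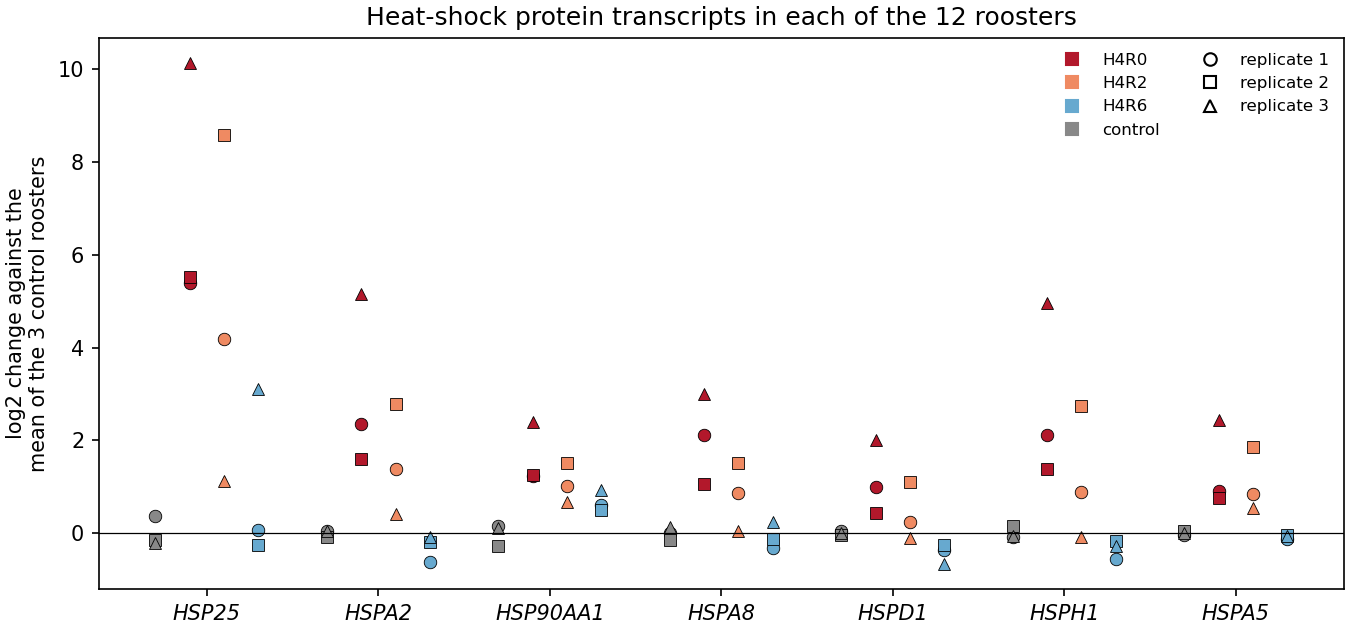
Log2 change against the mean of the 3 control roosters (vertical axis) of the 7 heat-shock protein transcripts (horizontal axis) in each of the 12 roosters, with the group as colour and the replicate as shape. Replicate 3 of H4R0 and replicate 2 of H4R2 are the highest of their groups for all 7 genes, at 10.1 and 8.59 for HSP25.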

The mRNA levels of genes belonging to the heat-shock protein family increased in the testes of broiler-type TCCs after 4 h of heat stress, including *HSP25*, *HSPA2*, *HSP90AA1*, *HSPA8*, *HSPD1*, *HSPH1*, and *HSPA5* (Fig 2 and S3 Table). Heat stress caused an elevation of HSP expression, attenuating the damage [20]. In heat-stressed mice, *HSPA8* expression was shown to increase, protecting the testis from apoptosis and assisting inducible *HSP70* (*HSPA2*) in repairing the stress-induced misfolded proteins [21]. Under acute heat stress, the expression levels of *HSPH1* and *HSP25* in liver, brain, and leg muscle increased to suppress cell death in boilers [22]. A previous study also indicated that mRNA expressions, including those of *HSP25*, *HSPA2*, *HSP90AA1*, *HSPA8*, and *HSPH1*, were upregulated in heat-stressed layer-type roosters [15]. An endoplasmic reticulum stress marker, *HSPA5* [23], was induced in human fibroblasts after 30 min of heat stress [24]. The results of this study suggested that the testes responded to acute heat stress through the induction of HSP gene expressions (especially *HSP25*, *HSPA2*, *HSP90AA1*, *HSPA8*, *HSPH1*, and *HSPA5*) in broiler-type TCCs. Whether the overexpressions of the HSP genes attenuate stress in chickens requires further investigation.

### Genes related to blood–testis barrier and transcription altered in the testes of broiler-type TCCs after acute heat stress

The genes related to the blood–testis barrier, including *CDH5*, *CATNNA3*, *CLDN5*, and *LOC100551402*, decreased at recovery in the testes of heat-stressed broiler-type TCCs (S3 Table). 

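Beyond the time of its largest change, CDH5 was −1.27 (adjusted p = 0.414 from limma with Benjamini-Hochberg adjustment) at H4R2 and −0.82 at H4R6, and LOC100551402 was −1.05 (adjusted p = 0.851) at H4R6, with 3 of 3 roosters below the controls except for CDH5 at H4R6 (2 of 3). LOC100551402 was 0.31 above the controls at H4R2, CLDN5 changed by −0.30 and −0.44 at H4R2 and H4R6, and CTNNA3 by −0.56 and −0.29 at H4R0 and H4R6. Single arrays changed several of these values. CDH5 was −1.36 at H4R0, −0.70 at H4R2 and −0.25 at H4R6 without control replicate 2. CLDN5 was −0.71 at H4R0 without H4R0 replicate 3, and LOC100551402 ranged from −2.07 to −1.18 at H4R0 with each array left out. Of the 5 CTNNA3 probes, the 4 that S3 Table does not list changed by −0.18 to 0.64 at H4R2. With the slide as a block the values were −2.56 for CDH5, −1.03 for CLDN5 and −1.90 for LOC100551402 at H4R0, and −1.97 for CTNNA3 at H4R2. In that fit CDH5 was −1.74 at H4R2 and −0.03 at H4R6.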

A blood–testis barrier is formed by anchoring Sertoli cells through cell junction proteins to prevent system circulation and allow the transit of preleptotene spermatocytes in the testis [25–28]. Various factors, such as cytokines, signal transducers, hormones, and heat stress, can modulate the expression levels or locations of cell junction proteins and thus regulate the integrity of the blood-testis barrier [27,29–32]. A short-term scrotal heat stress disrupts the integrity of the blood–testis barrier by downregulating the expressions of cell junction proteins, including cadherin, catenin, and claudin in mammals [30,32]. The decreased expressions of genes associated with cell junction in the testes of heat-stressed B-strain TCCs might imply that the integrity of the blood-testis barrier was affected in broiler-type chickens.

Our results showed that the transcripts involved in transcription or signal transduction were changed in the testes of broiler-type TCCs after heat stress (S3 Table). For instance, the mRNA expression level of *EHF* decreased whereas that of *LPAR2* increased in heat-stressed chickens. These genes play essential roles in cell proliferation and differentiation [33–36]. Furthermore, the downregulated *SLA* in the testes of heat-stressed broiler-type TCCs (Fig 3) has been reported to be associated with cell proliferation [37,38]. 

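The difference between H4R0 and H4R2 was −2.78 on the log2 scale for EHF (adjusted p = 0.756 from limma with Benjamini-Hochberg adjustment), and EHF was the 1 probe past the adjusted threshold when only the 6 arrays of these groups were fitted. Its change at H4R0 against the controls was −0.26, and 0.29 without control replicate 1. One of the H4R6 roosters, at −4.92, lay within the range of the H4R2 roosters (−5.10 to −4.86). LPAR2 went from a log2 signal of −2.12 ± 0.20 (SD, n = 3) in the controls to −0.52 ± 0.65 (SD, n = 3) at H4R0. It was above the controls in 2 of 3 roosters at H4R2 and in 3 of 3 at H4R6, with adjusted p-values of 0.520 and 0.884.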

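SLA, on chromosome 2 from 147511336 to 147511395, had a log2 fold change of −1.65 (standard error 0.31, adjusted p = 0.147 from limma with Benjamini-Hochberg adjustment) at H4R0, with 3 of 3 roosters below the controls. It was −0.21 at H4R2 and −0.85 at H4R6 (adjusted p = 0.851), where 2 of 3 roosters were below the controls. The range with each array left out was −1.82 to −1.35 at H4R0, and the value with the slide as a block was −2.31. At H4R6 the range was −1.10 to −0.56 (without control replicate 2), and the value with the slide as a block was −0.50. The other SLA probes changed by −1.72 and −0.86 at H4R0.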

Previous studies have suggested that *SLA* is a negative regulator of B-cell development and osteoclastogenesis [37,38]. A lack of *SLA* was shown to contribute to the proliferation of osteoclast precursors in mice [38]. The E26 transformation-specific (ETS) gene family is one of the largest families of transcriptional regulators regulating a variety of biological processes in normal cell homeostasis [33]. In the ETS gene family, the *EHF* is also known as epithelial specific *ETS-3* and functions in epithelial cell differentiation and proliferation in mammals [34]. In human prostate epithelial cells, *EHF* can balance cell differentiation and self-renewal [35]. As a member of the G-protein-coupled receptor family, *LPAR* regulates embryogenesis, development, cell survival, immune cell trafficking, and inflammatory reactions [36]. The deletion of *LPAR* results in a loss of sperm production in mice [39]. The downregulated *EHF* and *SLA* but upregulated *LPAR2* in the testes of heat-stressed B-strain TCCs imply that acute heat stress might influence cell proliferation and spermatogenesis of broiler-type chickens.

### Expression difference of genes in the testes of heat-stressed broiler-type and layer-type TCCs in response to acute heat stress

Initial heat-induced apoptosis in the testes of broiler-type TCCs was observed after 0 h of recovery after heat exposure. Furthermore, the apoptotic cells in the testes increased significantly after 2 h of recovery in heat-stressed broiler-type TCCs. In the L2 strain of layer-type TCCs, the number of apoptotic testicular cells was significantly higher than that in the controls after only 2 h of recovery [15]. An increase of apoptotic germ cells in heat-resistant mice occurred later than the increase in controls after exposure to heat stress (43°C, 15 min) [6]. The difference between strains might imply that the testicular cells of broiler-type TCCs were more sensitive than those of layer-type chickens when they were subjected to acute heat stress. Further comparison of the differences of testicular gene expressions between broiler-type and layer-type chickens showed that there were 135 genes exhibited substantial differences, specifically in the testes of heat-stressed broiler-type TCCs, whereas 281 genes showed alterations specifically in layer-type TCCs (Fig 4). A total of 28 genes exhibited substantial changes in both types of chickens and most of the genes were HSP genes. Acute heat stress caused various trends of expressions of apoptosis-related genes between the testes of broiler-type and layer-type TCCs. For example, the Cbp/p300-interacting transactivator together with Glu/Asp-rich carboxy-terminal domain 2 (*CITED2*) and *HSPD1* increased but cathepsin E (*CTSE*) decreased in the testes of broiler-type TCCs after acute heat stress. Moreover, in layer-type L2-strain TCCs, antiapoptotic genes were upregulated, including BCL2-associated athanogene 3 (*BAG3*) and endothelin-1 (*EDN1*; Fig 4). 

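CITED2, on chromosome 3 from 55892236 to 55892295, rose from a log2 signal of 0.36 ± 0.38 (SD, n = 3) in the controls to 1.65 ± 0.40 (SD, n = 3) at H4R0 and 1.95 ± 0.37 (SD, n = 3) at H4R2, and 3 of 3 roosters were above the controls at both times. The log2 fold changes were 1.29 (standard error 0.39, adjusted p = 0.178 from limma with Benjamini-Hochberg adjustment) and 1.59 (adjusted p = 0.334), and with the slide as a block 1.99 and 1.96. CTSE, a dim probe at −4.39 ± 0.41 (SD, n = 3) in the controls, had a log2 fold change of −1.37 (standard error 0.44, adjusted p = 0.190) at H4R0, in 3 of 3 roosters. Without H4R0 replicate 3, on which the probe was not well above background, it was −0.80, and with the slide as a block −1.04. The signal of HSPD1 was −1.28 ± 0.04 (SD, n = 3) in the controls and −0.14 ± 0.80 (SD, n = 3) at H4R0, and its rise rested in part on H4R0 replicate 3, the highest of its group.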

The *CTSE*, an aspartic protease, plays a role in suppressing cell growth and metastasis in tumor cells [40]. In human prostate-cancer cell lines, a higher expression of *CTSE* induces growth arrest and apoptosis by catalyzing the proteolytic release of a tumor necrosis factor-related apoptosis-inducing ligand, which induces apoptosis [41]. As a member of the HSP family, *HSPD1* plays multiple roles in cellular processes, including apoptosis, anti-apoptosis, and protein folding [42–44]. The mRNA expression of *HSPD1* is localized in spermatogonia and Sertoli cells in normal monkey testes and elevated to prevent apoptosis after a short-term heat stress [42]. The *BAG3* negatively regulates apoptosis, and it can be induced by heat stress to attenuate apoptosis in chickens [15,45]. The *CITED2* acts as an anti-apoptotic gene, and a lack of *CITED2* increases apoptosis in the anterior region of testes during early gonad development in mice [46]. Furthermore, hypoxic stress-induced apoptosis can be decreased by stimulating the transcription of *CITED2* in fibroblasts [47]. The *EDN1* reveals an anti-apoptotic effect in rat uterine leiomyoma ELT3 cells [48]. Moreover, the expression of *EDN1* augments apoptosis in cancer cells induced by mild hyperthermia [49]. We inferred that the differential gene expression in response to acute heat stress in the testes of broiler-type and layer-type roosters may thus result in various responses to heat stress (e.g., apoptosis). However, whether the different expression patterns associate with the heat-tolerance as well as the cause-effect relationship in the strains require further exploration.

**Fig 4:**
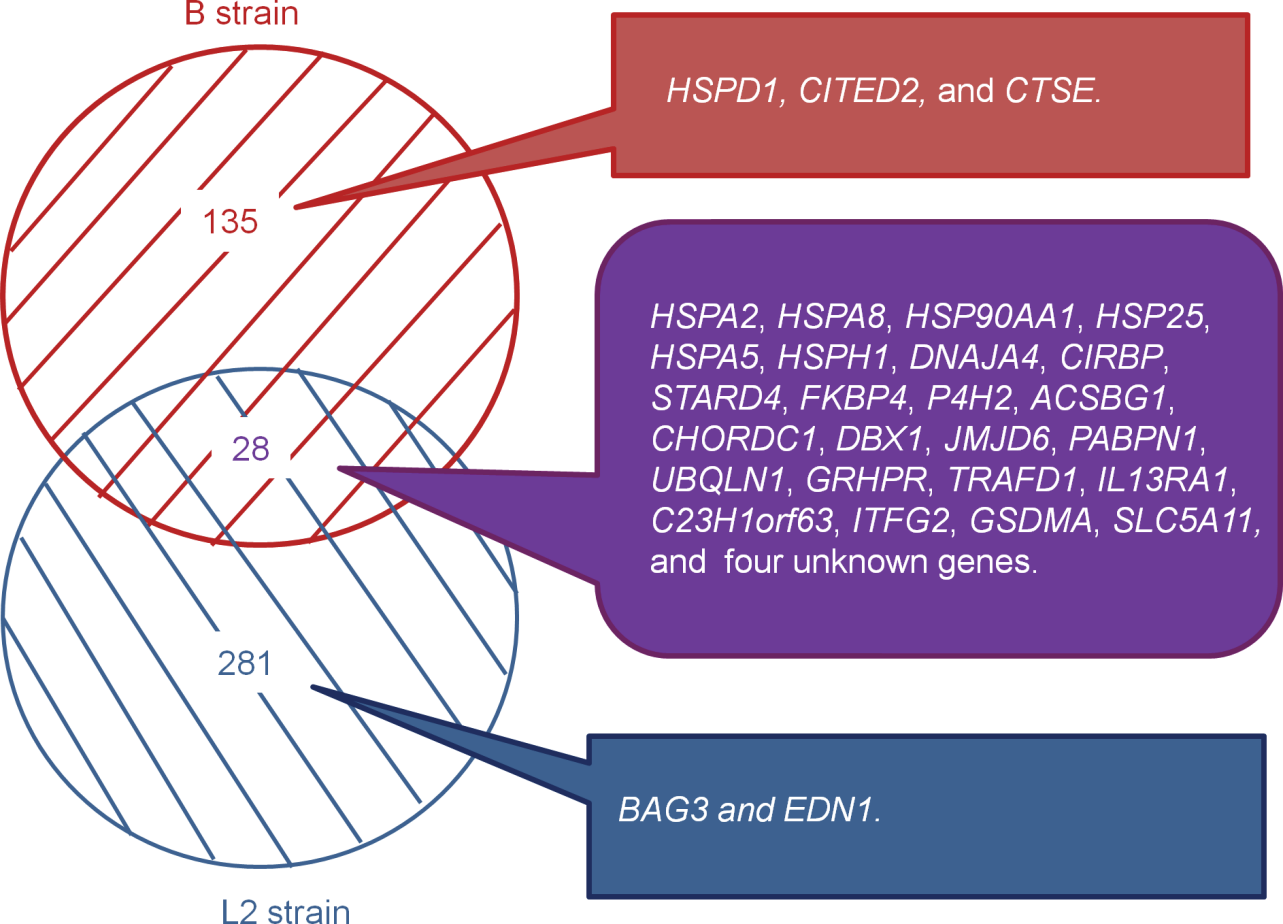
Comparison of differentially expressed genes between B-strain (broiler-type) and L2-strain (layer-type) TCCs after acute heat stress.

## Conclusion

A total of 163 genes changed in the testes of broiler-type B-strain TCCs after acute heat stress. The differentially expressed genes are primarily involved in the protein metabolism, cell adhesion, transcription, development, and apoptosis; this suggests that heat stress may affect the cell survival, differentiation, and development in the testes of broiler-type chickens. Moreover, the partially different expression patterns of genes in the testes of broiler-type and layer-type chickens may suggest that testicular responses to acute heat stress differ between the two types of chickens. As the functions of genes are reflected in their protein levels and post-translational modifications, the results of this study require further validation at translation levels and a follow-up study is now under investigation.

## Supporting Information

S1 Fig Hierarchical clustering of 196 probe sets differentially expressed at > 2.0-fold changes in the testes of B-strain TCCs receiving acute-heat stress for 4 h and recovery for 0, 2, and 6 h. H4R0, heat stress group after 0 h of recovery; H4R2, heat stress group after 2 h of recovery; H4R6, heat stress group after 6 h of recovery; Control, chickens not subjected to heat stress.
(TIFF) Click here for additional data file.

S2 Fig Venn diagram analysis of upregulated genes (77 genes) and downregulated genes (86 genes) in the testes of B strain TCCs after acute heat stress. The numbers in parentheses represent the amount of differentially expressed genes. H4R0, 0 h of recovery after heat stress; H4R2, 2 h of recovery after heat stress; H4R6, 6 h of recovery after heat stress.
(TIFF) Click here for additional data file.

S1 Table Primers of selected differentially expressed genes in the testes of heat-stressed B strain TCCs used for qRT-PCR. (DOC) Click here for additional data file.

S2 Table Body temperature and respiratory rate of acute heat stressed B strain TCCs during heat stress and recovery period. (DOC) Click here for additional data file.

S3 Table Differentially expressed genes in the testes of B strain TCCs after acute heat stress. (DOC) Click here for additional data file.

# Supplementary material for: Acute Heat Stress Induces Differential Gene Expressions in the Testes of a Broiler-Type Strain of Taiwan Country Chickens
**Source:** PLoS One. 2015 May 1;10(5):e0125816. doi: 10.1371/journal.pone.0125816
**Supplement:** S1 Table

S1 Table. Primers of selected differentially expressed genes in the testes of heat-stressed B strain TCC used for qRT-PCR.

| Probe name | Gene symbol | Description | Primer | Product size (bp) |
| --- | --- | --- | --- | --- |
| A_87_P021775 | EHF | Ets homologous factor | F: TACTCCACCAGCAGCCTTCC  R: CCACTCCCAGACCTGAAACTTTG | 125 |
| A_87_P005314 | NTF3 | Neurotrophin 3, transcript variant 1 | F: AGACTTCCAGCCAGTTATTTCAATG  R: GGTACAGTGGTGGTGGTTCC | 116 |
| A_87_P037572 | CDH5 | Cadherin 5, type 2 | F: ATTTGGGGATGACAGCCTTGG  R: TACTAACGGGTGGAACCTCAATAAC | 108 |
| A_87_P156188 | CTNNA3 | Similar to catenin, alpha 3 | F: TTTGTGCGGTATATTGCTCAGAAG  R: CTTGGAGATACTGGCTTTAAGATGC | 65 |
| A_87_P105283 | SLA | Src-like-adaptor | F: TCAGAGAACAAAGTTTCGTTGGTTG  R: GGCGTGCCTTCAGGAGATG | 143 |
| A_87_P057346 | LPAR2 | Lysophosphatidic acid receptor 2 | F: CAACGCCATCGTTTACTCCT  R: TGGGGGTATATTTGGGGTTC | 98 |
| A_87_P054071 | CIRBP | Cold inducible RNA binding protein | F: GCCTGGGTACAAATTGGAAG  R: GCAGGTTGAACATACAAGCAAG | 72 |
| A_87_P293458 | HSP25 | Heat shock protein 25 | F: CCGTCTTCTGCTGAGAGGAGTG  R: ACCGTTGTTCCGTCCCATCAC | 117 |
| A_87_P085771 | HSP90AA1 | Heat shock protein 90kDa alpha, class A member 1 | F: GGTGTTGGTTCCTACTCTGCTTAC  R: ACTGCTCATCATCATTGTGCTTGG | 76 |
| A_87_P226483 | HSPA2 | Heat shock 70kDa protein 2 | F: CAACCCGATTGTCACAAAACT  R: TTGGCAATGACGTTTTTCCT | 182 |
| Internal control gene | GAPDH | Glyceraldehyde-3-phosphate dehydrogenase | F: CATCACAGCCACACAGAAGA  R: TGACTTTCCCCACAGCCTTA | 122 |

# Supplementary material for: Acute Heat Stress Induces Differential Gene Expressions in the Testes of a Broiler-Type Strain of Taiwan Country Chickens
**Source:** PLoS One. 2015 May 1;10(5):e0125816. doi: 10.1371/journal.pone.0125816
**Supplement:** S2 Table

S2 Table. Body temperature and respiratory rate of acute heat stressed B strain TCCs during heat stress and recovery period.

| Treatment time (h) | Heat treatment (38°C) | | | | | |  | Recovery time (25°C) | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 0 | 0.5 | 1 | 2 | 3 | 4 |  | 1 | 2 | 6 |
| Body temperature (°C) |  |  |  |  |  |  |  |  |  |  |
| Control | 40.9±0.2 | 40.7±0.1b | 40.8±0.0b | 40.2±0.2b | 40.7±0.2b | 40.8±0.1b |  | 40.7 | 40.1 | 39.9 |
| Heat stress | 41.5±0.1 | 42.3±0.2a | 43.2±0.2a | 43.2±0.3a | 43.3±0.3a | 43.4±0.4a |  | 40.4±0.4 | 40.1±0.2 | 39.7±0.4 |
| Respiratory rate (times/min) |  |  |  |  |  |  |  |  |  |  |
| Control | 28±4 | 25±4 | 27±4b | 28±4b | 21±4 | 23±4b |  | 28 | 28 | 32 |
| Heat stress | 29±3 | 36±4 | 72±15a | 69±15a | 56±9 | 56±7a |  | 31±2 | 29±2 | 32±2 |

Control, non-heat-stressed roosters. Data are presented as mean ± standard error.

a,b Values differ significantly between heat- stressed and control group (p<0.05).

# Supplementary material for: Acute Heat Stress Induces Differential Gene Expressions in the Testes of a Broiler-Type Strain of Taiwan Country Chickens
**Source:** PLoS One. 2015 May 1;10(5):e0125816. doi: 10.1371/journal.pone.0125816
**Supplement:** S3 Table

S3 Table. Differentially expressed genes in the testes of B strain TCCs after acute heat stress.

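Each row of S3 Table gives a probe, its fold change against the controls at 3 recovery times as the paper calculated it (a fall being written as a negative fold), and a gene symbol and description. No symbol is given in 35 of the 163 rows. The table's fold changes were set beside those computed here from the deposited intensities, on the log2 scale and with a tolerance of 0.1. With the 75th percentile scaling, 139 of the 163 values lay within the tolerance at H4R0, 134 at H4R2 and 161 at H4R6. With quantile normalization, 163, 163 and 163 did, and the largest gap was 0.07. Counted from the table, the paper's fold changes of at least 2 number 46 up and 71 down at H4R0, 39 and 16 at H4R2, and 20 and 11 at H4R6.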

*Description including gene identity, GenBank accession number (ex: NM_001012940), EST identification (ex: ChEST997o7), TIGR ID (ex: TC363964), or Ensembl ID (ex: ENSGALT00000040069).

# Gene without UniGene ID is presented “――――”.

Blank in Gene symbol means without official gene name.

How the deposited data were processed for this re-analysis (not part of the article)

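Testes of 12 roosters of the B-strain, aged 45 weeks, were studied in 4 groups of 3, namely controls kept at 25°C and roosters heat-stressed at 38°C for 4 h and sampled after 0, 2 and 6 h of recovery (H4R0, H4R2 and H4R6). RNA of each rooster was labelled with Cy3 and hybridized to 1 single-colour array. The authors extracted the intensities with Feature Extraction, which subtracts the background and removes spatial trends within an array, and per the file headers the deposited intensity of a spot is this processed signal, with no normalization between arrays. The other deposited columns used are the marks that Feature Extraction gives each spot (well above background, saturated, outlier, control). The deposited series table holds the same intensities, equal at every spot. The qRT-PCR, TUNEL and body temperature values were not analysed here.

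The log2 intensity minus the 75th percentile of the array over its probes was used. Spots marked as outliers (4 to 18 per array) were left out and replicate spots of a probe were averaged. The median background was 24 to 28.5 intensity units. A probe was tested when it was well above background on all 3 arrays of at least 1 group and measured on at least 2 arrays of each group. This kept 38654 probes and left out 4949. The groups were compared in R 4.3.3 by limma 3.58.1, with all 12 arrays in 1 fit and no covariate (8 residual and 2.72 prior degrees of freedom). Each recovery time was compared with the controls and with the other recovery times, and a moderated F test covered the 4 groups. The threshold was a Benjamini-Hochberg adjusted p under 0.05 within a comparison and at least a 2-fold change. All adjusted p-values given for single genes are from limma. Single genes were also compared by a two-sided exact permutation test on 3 against 3 arrays, for which the smallest p is 0.1. Depth does not apply to arrays, and their number limits the precision.

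The main settings, the alternatives, the gene lists and the rule for naming genes were fixed before the data were examined. By that rule the text names the 22 genes that the paper names as measured in B-strain testes, each by its S3 Table probe or, for a gene not in the table, by the probe of that name with the highest signal, together with the probes of largest change and the list genes past the threshold, of which there were none. The alternatives were quantile normalization, a median shift, the normexp background correction (offset 50), no filter and a stricter filter on dim probes, outlier spots kept, the series table as source, the replicate number as a block, the slide as a block, a fit of only the arrays of the 2 groups compared, a trended and robust variance, an unadjusted p with a 2-fold change, a 2-fold change alone, an adjusted p alone, arithmetic means, and each of the 12 arrays left out in turn. The replicate number as a block passed 0 probes in every comparison, and since the numbers do not pair roosters (correlations of residuals between arrays of the same number ran from −0.224 to 0.299 over 18 pairs), it was not used further. An unmoderated F test on quantile-normalized values, with probes well above background on at least 11 arrays or with every probe, was added after the values were seen.

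The 15 gene lists were apoptosis genes, chaperones outside S3 Table, circadian clock genes, cold-inducible RNA-binding genes, endothelial cell genes, erythrocyte genes, germ cell genes, glucocorticoid-responsive genes, heat-shock factors, immediate early genes, Leydig cell and steroidogenesis genes, Sertoli cell junction genes, Sertoli cell markers, sterol synthesis genes and unfolded protein response genes. Of their 313 genes, 246 had a probe. Genes of S3 Table were left out, and each gene was represented by its probe of highest signal among 24271 genes. The lists were tested by camera with a preset correlation of 0.01, beside fry and camera with an estimated correlation, with Benjamini-Hochberg adjustment over the 45 tests.

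The procedure was tested on simulated data of 38634 probes, 200 of which were changed at H4R0. The adjusted threshold recovered 172 of these (86%) and 97.0% of the 67 changed 8-fold, and it passed 7 unchanged probes at H4R0 and 0 at H4R2. Each simulated probe had the same spread in all groups, with no slide effect and no correlation between probes. The real data differ, since HSP25 had an SD of 2.70 at H4R0 and 0.33 in the controls. The simulated recovery therefore does not carry over to such probes, and 0 calls do not show that nothing changed. Splits of the arrays into other groups were counted for each comparison, with 10 splits of 3 against 3 and 100 of 4 groups. The tools were statmod 1.5.0, data.table 1.17.8, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.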

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

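Of the tests in this part, that of shared probe sequence for the chaperones was chosen only after the result was seen. The opposite directions of genes in S3 Table were also chosen then. For the chaperones, the settings behind the tests of H4R0 replicate 3 and of correlation were fixed earlier. The same holds for those of correlation and scaling for the sterol synthesis genes. Only the use of these settings to test an explanation was chosen after the result was seen.

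Gene lists without the genes of S3 Table differed from the rest of the array by camera in 6 of the 45 tests. Chaperones outside S3 Table rose at H4R0, with a median log2 fold change of 0.36 over 40 genes, among them BAG3, which the paper names for layer-type chickens, with 38 above 0 (adjusted p = 2.98e-08), and at H4R2, with a median of 0.19 and 33 of 40 above 0 (adjusted p = 0.0394). The median change in single roosters was 0.22, 0.23 and 0.64 at H4R0, and 0.16, 0.32 and 0.05 at H4R2. None of the 6 calls held under fry or under camera with an estimated correlation. Shared sequence with the heat-shock transcripts of S3 Table is argued against for H4R0, since 17 of the 19 members outside the HSP and DNAJ families were above the rest of the array, with a median of 0.49 (exact sign test, p = 0.0007286). The sign test takes genes on the same arrays as independent, so its p-value does not measure the spread between roosters. H4R0 replicate 3 alone is also argued against, since without it the adjusted p was 0.001474, the highest of the 12 fits with an array left out (quantile normalization gave 0.000466). Correlation between genes stays open, since fry gave an adjusted p of 0.1322, and so does the slide, because no control shared a slide with H4R0. A response to heat stress, which the design names, stays among the open explanations. At H4R2 the call was made in 6 of the 12 fits with an array left out, and the adjusted p was 0.436 without H4R2 replicate 2 and 0.171 under quantile normalization.

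Sterol synthesis genes fell at H4R2, with a median log2 fold change of −0.26 over 19 genes, 4 of which were above 0 (adjusted p = 0.00186 by camera). The call was made in all 12 fits with an array left out (highest adjusted p 0.0259, without control replicate 3), and the medians of the 3 roosters were −0.40, −0.35 and −0.08. The scaling of the arrays is argued against, since the adjusted p was 0.001376 under quantile normalization. Correlation between the genes cannot be told apart from a shared change, since the adjusted p was 0.5389 with an estimated correlation and 0.132 by fry, and the number of arrays keeps it open. A response to heat stress stays open and untested.

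Unfolded protein response genes rose at H4R0, with a median log2 fold change of 0.29 and 15 of 17 genes above 0 (adjusted p = 0.00443 by camera), but the adjusted p was 0.346 without H4R0 replicate 3. Germ cell genes rose at H4R0 by a median of 0.16, with 11 of 16 genes above 0 (adjusted p = 0.0394), and the adjusted p was 0.527 without H4R0 replicate 3. Heat-shock factors rose at H4R6 by a median of 0.18, with 5 of 5 genes above 0 (adjusted p = 0.0394), and the adjusted p was 0.202 without control replicate 2. The germ cell genes and the heat-shock factors were called in 6 of the 12 fits with an array left out and the unfolded protein response genes in 10. None of the 3 calls held under quantile normalization, with adjusted p-values of 0.0614, 0.908 and 0.0633 in the order above, so that they depend on the scaling of the arrays. A response to heat stress was not tested for these lists.

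In 10 genes of S3 Table all 3 roosters lay above the controls at 1 recovery time and all 3 below at another. The log2 fold changes at H4R0 and H4R6 were 2.82 and −0.34 for HSPH1, 1.56 and −0.52 for CHORDC1, 3.04 and −0.30 for HSPA2, 1.34 and −0.63 for JMJD6, 1.14 and −0.36 for UBQLN1, 1.14 and −0.43 for HSPD1, 1.19 and −0.20 for LOC100859812, and 1.48 and −1.04 for LOC419592. DNAJA1 was at 0.30 at H4R0, −0.10 at H4R2 and −1.07 at H4R6 (adjusted p = 0.851), with all roosters of the later times below the controls. Its rise at H4R0 depends on the scaling, since the change was 0.059 under quantile normalization and the paper's fold is 1.0. LOC768368 went the other way, with −1.34 at H4R0 and 0.51 at H4R6. In limma the smallest adjusted p of a difference between recovery times lay between 0.235 and 0.267 for these genes, so that 0 passed the threshold. Over 38634 probes, 109 were above the controls at H4R0 and below them at H4R6, where chance gives about 23.0, and 110 had the reverse pattern, so that the reverse was as common over the array, while in S3 Table 9 of the 10 were above the controls at H4R0. No technical or biological explanation was tested for this pattern, and the H4R0 and H4R6 roosters were on different slides.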

How the results depend on the processing

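The unmoderated F test on quantile-normalized values was chosen only after the values were seen, and the other alternatives were set earlier.

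By limma 0 probes passed the adjusted threshold in each of the 6 comparisons, in the F test and among the S3 Table probes and named genes. The counts were also 0 under quantile normalization, a median shift, the normexp correction, no filter, a stricter filter, outlier spots kept, the series table, the replicate number as a block, a trended and robust variance, the adjusted p alone and arithmetic means. With the slide as a block, 1 probe passed at H4R0, 16 at H4R6, 3 between H4R0 and H4R2, 1 between H4R0 and H4R6, 7 between H4R2 and H4R6, 17 at any recovery time and 4 in the F test. A fit of 2 groups passed 1 probe between H4R0 and H4R2. The cause was not tested.

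An unadjusted p with a 2-fold change gave 536 probes at H4R0, 218 at H4R2, 132 at H4R6, 314 between H4R0 and H4R2, 518 between H4R0 and H4R6, 225 between H4R2 and H4R6, 772 at any time, 480 in the F test, 189 combinations of S3 Table and 32 of the named genes. A 2-fold change alone gave 804, 467, 357, 662, 836, 497, 1323, 1323, 193 and 35 in the same order. These are higher because fewer conditions are set. The unmoderated F test gave 159, 71, 29, 61, 152, 66, 211, 211, 193 and 31 with probes well above background on at least 11 arrays, and 289, 116, 64, 153, 264, 113, 381, 381, 199 and 33 with every probe, in the same order, and the cause was not tested.

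With each array left out in turn, the count past the adjusted threshold was 0 in all 12 fits at H4R0, at H4R2, between H4R0 and H4R2, for the S3 Table probes and for the named genes. It ran from 0 to 4 at H4R6, from 0 to 4 between H4R0 and H4R6, from 0 to 3 between H4R2 and H4R6, from 0 to 4 at any time and from 0 to 2 in the F test, in each case highest without H4R6 replicate 1. Without H4R6 replicate 3 the counts were 3, 3, 3, 3 and 2 in the same order, as high between H4R2 and H4R6 and in the F test. The 4 probes at H4R6 were THG1L, THRB, NCAPD2 and UBAC1, named after their values were seen. Camera called 6 gene lists, 6 with the S3 Table genes kept in, 2 under quantile normalization, 0 by fry and 0 with an estimated correlation, and from 3 (without H4R2 replicate 1, among others) to 10 (without control replicate 3) with an array left out. The cause was not tested.

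Of 37 combinations of a named gene and a recovery time, namely those of at least 2-fold in S3 Table and the 3 of IL13RA1, 33 kept 1 direction under those of the 27 alternatives set earlier that tested them, and 0 passed the adjusted threshold in these. The stricter filter removed IL13RA1, CLDN5, NTF3 and CTSE, which leaves 26 for them. Many of these alternatives could not reverse a direction. They changed only the threshold, filter or variance, used equal intensities, fitted the same group means, or left out an array of another group. A kept direction is informative only for the scaling, the background correction, the slide as a block, arithmetic means and the arrays of the groups compared. The 4 that reversed were GSDMA under the normexp correction, at −0.0084 at H4R0 and −0.079 at H4R6, and IL13RA1 and NTF3 with the slide as a block, at 0.42 and 0.077 at H4R6. Of the 29 other combinations of the named genes, counted later, 17 kept 1 direction and 12 reversed, 8 of these with an array left out (HSP25 at H4R6 fell by 0.10 without H4R6 replicate 3). In 20 of the 37 the change shrank by more than 1.5 times with some array left out. The cause was not tested. Signal over background limits the dim probes, and between 83.6% and 91.5% of the spots of an array were well above it.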

Differences from the paper's values

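The unmoderated F test on quantile-normalized values was chosen only after the values were seen.

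By limma 0 probes and 0 genes passed the adjusted threshold at any recovery time. The paper's count of probe sets changed at any recovery time is 196, and its count of genes is 163, with the paper's 77 genes up and 86 down. By recovery time, 0 genes were up and 0 down here at each of H4R0, H4R2 and H4R6, where the paper's counts are 45, 38 and 19 up and 71, 16 and 9 down. Of the 27 alternatives set before the data were examined, the fit with the slide as a block came within 1.5 times of 1 of these 10 counts, namely 15 genes up at H4R6 against the paper's 19, and none of those 15 genes is in S3 Table. The 26 others came within 1.5 times of none. An unadjusted p with a 2-fold change gave 772 probes and 705 genes, 332 up and 375 down, and a 2-fold change alone gave 1323 probes and 1211 genes.

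The unmoderated F test without adjustment, on quantile-normalized values with a 2-fold change and probes well above background on at least 11 arrays, gave 211 probes and 180 genes, 89 up and 92 down, which is within 1.5 times of the paper's counts, and it was chosen after seeing the values. By recovery time it gave 56, 41 and 19 genes up and 77, 14 and 9 down. Of the 163 probes of S3 Table, 160 were among the 211. With every probe the same test gave 381 probes and 349 genes. With Benjamini-Hochberg adjustment it passed 2 probes.

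The fold changes of named genes did not differ from the paper's by more than the spread between roosters in any of 34 comparisons, with a median gap of 0.06 and a largest of 0.42 on the log2 scale. Under quantile normalization the largest gap was 0.03, and HSP90AA1 changed by 1.21 at H4R0 and 0.84 at H4R2, against 1.62 and 1.07 with the 75th percentile. Counted from S3 Table, the paper's changes of at least 2-fold are 46 up and 71 down at H4R0, 39 and 16 at H4R2 and 20 and 11 at H4R6. The paper proposes a fall of IL13RA1, a gene that S3 Table does not list. Here its log2 fold change was −0.87 at H4R0, with an adjusted p of 0.345 by limma and 1 of 3 roosters below the controls.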

Other observations

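Of the tests in this part, those of slide, brightness and sample swap for the heat-shock transcripts, of a sequence variant for EHF, of the segment around EHF and NAT10, of the scaling of the falls at H4R0, of the F test and the splits at any fold and of how the S3 Table probes were chosen were chosen only after the result was seen, as were the genes BAG3, EDN1 and SERPINB2. The scaling settings themselves were fixed earlier, and only their use for the falls at H4R0 was chosen then.

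Other splits of the arrays were counted. For each of the 6 comparisons by limma the real count was 0, so all 10 of 10 splits had to pass at least as many probes, and the same holds for 100 of 100 splits into 4 groups in the adjusted F test. These counts say nothing about chance. At an unadjusted p with a 2-fold change, 4 of 10 splits gave at least as many probes as H4R0 against control, 5 of 10 at H4R2 and 6 of 10 at H4R6, the real split included. Splits that mix H4R0 with control arrays gave up to 775 probes, where the real split gave 536. At any fold the real split gave the most probes of the 10 at H4R0 (6195, the next 3678) and at H4R2 (3966, the next 2545), and at H4R6 it gave 2230, where 1 other gave 2377. With 10 splits chance cannot be excluded for any of these counts at an unadjusted p. Over 100 splits into 4 groups, 10 gave at least the 480 at an unadjusted p with a 2-fold change and 7 at least the 211 of the unmoderated F test, so chance cannot be excluded for these. For the number of probes with an unadjusted F p under 0.05 at any fold, 1 of 100 was as large, the real one itself. It was 4456, against a median of 1396 and a highest of 3956 in the others. These values argue against chance for that number but do not exclude it. A share of 1 in 100 is the smallest these splits can give, and the count was chosen after the result was seen. The slide follows the groups closely, and by an unmoderated F test at an unadjusted p under 0.05 grouping by slide gave 4606 of 38634 probes and the 4 groups gave 4667. The groups beyond the slide gave 2334 and the slide beyond the groups 2567, where chance gives 1932.

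More probes had small p-values at H4R0 than chance gives. H4R0 replicate 3 alone is argued against, since 4848 remained without it, where chance gives 1949. A slide effect cannot be told apart from heat stress here, because the slide of the H4R0 arrays holds no control and H4R2 replicate 1 alone links it to the others. With the slide as a block 1924 probes had an unadjusted p under 0.05 at H4R0, no more than the 1933 that chance gives, but the median standard error was 0.36 against 0.19. Across 38471 probes, which are not independent replicates, the change at H4R0 and the difference of H4R2 replicate 1 from H4R2 replicates 2 and 3, which share no array, had a Pearson r of 0.09369 (rho 0.0898). For H4R6 minus H4R2 replicates 2 and 3 against control replicate 3 minus the 2 other controls, which lie on the same 2 slides, r was −0.228 (rho −0.083). More probes fell than rose at H4R0 at an unadjusted p with a 2-fold change. The scaling of the arrays is argued against, since rises made up 41.53% under quantile normalization, 39.6% under a median shift and 38.2% under the 75th percentile, but rises outnumbered falls without H4R0 replicate 3 (239 and 173), without control replicate 1 (252 and 242) and without control replicate 2 (300 and 275).

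The heat-shock transcripts differed between roosters of the same group. A slide or scan batch is argued against, since HSP25 differed by 7.467 on the log2 scale between H4R2 replicates 2 and 3, which share a slide and a scan, and by 0.60 between the controls. Brightness is argued against, since 0 of 10000 lists of probes of the same number and signal deviated as much as the heat-shock probes on H4R0 replicate 3 (1.07) or H4R2 replicate 2 (0.77). A swap of 2 samples between H4R2 and H4R6 stays open, because the 2 arrays in question went opposite ways. H4R2 replicate 3 lay nearer the other group than its own, at 0.423 against 0.451, as a swap would give. H4R6 replicate 3 lay nearer its own, at 0.415 against 0.469. Such a swap would not account for the difference of 4.75 in HSP25 within H4R0, which it leaves as it is. A single wrong label was not tested and stays open. A difference between roosters in their response to heat stress stays open and untested.

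EHF fell at H4R2. A sequence variant under 1 probe is argued against, since the second probe changed by −1.80 (−1.802). A difference between roosters unrelated to heat stress stays open. Of 146 probes whose 12 arrays formed 2 clusters, 7 had a whole group in the smaller cluster, where shuffled groups gave 15.7 on average (permutation p = 0.8694), so EHF may be 1 of the probes that fall that way by chance. NAT10, 340 kb away, was low on 6 arrays, among them the 4 on which EHF was low (Fisher's exact test, p = 0.0606). All 5 NAT10 probes were separated by these arrays and 0 of the 13 other probes of the region, which argues against brightness. A candidate explanation is a chromosome segment that differs between roosters, since near pairs of such probes elsewhere shared their clusters more than shuffled ones (58 pairs, permutation p = 0.0001, the smallest they can give). Without chromosome 16 as well, 24 pairs remained and p was 0.0093.

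All 163 probes of S3 Table had an unadjusted p under 0.05 in the unmoderated F test on quantile-normalized values, the largest being 0.0499, which is consistent with a choice by such a test but was found on the same data.

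Fewer endothelial cells as a source of the fall of CDH5 and CLDN5 at H4R0 were tested by the other endothelial cell genes, whose camera p was 0.2914, with a median of −0.12 and 5 of 16 above 0. A general fall of Sertoli cell junction transcripts was tested by the other junction genes, whose p was 0.02276 in the direction of a rise (adjusted p = 0.105, 13 of 18 above 0). SQLE and STARD4 fell at H4R0 by 1.02 and 1.27 on the log2 scale, and the other sterol synthesis genes had a camera p of 0.08873, with 7 of 19 above 0. Time of day at collection was tested by the circadian clock genes, whose smallest adjusted p was 0.931. In each case members of the list went both ways. The junction genes did not fall as a list at H4R0, with a median log2 fold change of 0.13. Their rise did not pass adjustment, and without H4R0 replicate 3 its adjusted p by camera was 0.475. A fall of only some junction transcripts stays open, as do the other explanations.

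The lists not named so far had these smallest adjusted p-values over the 3 recovery times by camera, none of them a call. They were 0.404 for apoptosis genes at H4R0 (19 of 26 above 0), 0.394 for cold-inducible RNA-binding genes at H4R0 (0 of 2), 0.612 for erythrocyte genes at H4R6 (12 of 15), 0.612 for glucocorticoid-responsive genes at H4R6 (3 of 11), 0.756 for immediate early genes at H4R0 (8 of 16), 0.280 for Leydig cell and steroidogenesis genes at H4R2 (3 of 9) and 0.762 for Sertoli cell markers at H4R0 (7 of 14). For erythrocyte genes the median at H4R0 was 0.02 and the mean −0.08, and at H4R2 0.09 and −0.06, so that the sign differed.

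The changes at the 3 recovery times share their controls, and their correlation across probes was 0.584 between H4R0 and H4R2, 0.383 between H4R0 and H4R6 and 0.475 between H4R2 and H4R6, where simulated arrays without any change gave a mean of 0.498 and a highest of 0.521.

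Of genes that the paper names for layer-type chickens, BAG3 rose by a log2 fold change of 2.90 at H4R0 (standard error 1.08, adjusted p = 0.235 by limma, 3 of 3 roosters above the controls), and by 1.31 with 1 array left out. EDN1 rose by 1.48 at H4R6 (adjusted p = 0.851, 3 of 3) and a second probe by 0.69. SERPINB2 rose by 2.06 at H4R2 (adjusted p = 0.545) and by 0.35 with 1 array left out.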
